A study of Mus musculus with 6 samples. Its data were reported in "RNA-binding proteins direct myogenic cell fate decisions" (2022).

How the data were processed

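HNRNPA2B1 eCLIP was carried out in mouse C2C12 cells as myoblasts and after differentiation, with 2 IP libraries and 1 listed input sample per state. Per the labels, differentiated cells were kept in low-serum medium for 8 to 10 days and nuclei were isolated before immunoprecipitation; the study's methods give a shorter time, a whole-cell lysis buffer, another sequencer and an input for each replicate. These descriptions differ, and the values below cannot settle which applies to these libraries.

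According to the study's methods, adapters and reads from repetitive elements were removed, the remaining reads were aligned to the mouse mm9 genome with STAR, and PCR duplicates were removed by start position and random barcode. Peaks were identified with CLIPper. The deposited lists are separate for each replicate, with different peaks in each, and have 6 columns and no header. Column meanings were therefore taken from the values and from the methods. For each peak the authors deposited a −log10 p from a test of IP reads against size-matched input reads in the peak. They also deposited the log2 fold enrichment of IP over that input. The lists hold peaks with −log10 p of at least 5 and a log2 fold enrichment above 0. The methods name a stricter threshold, a Bonferroni-corrected p whose −log10 is above 8. Whether the deposited values carry that correction is not known. A −log10 p of at least 8 was one of the alternatives. It uses the cutoff that the methods name, but matches the study's threshold only if the deposited values are corrected. Values of −log10 p stop at 400.

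The removal of repeat reads and the p threshold both shape the lists. A site in a weakly expressed RNA needs more enrichment to pass than one in an abundant RNA, and a library with more reads passes more sites. Peak numbers can therefore differ between states through RNA level or depth as well as through binding. Read totals were not used here, so the precision of a single peak is unknown.

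The build of the lists was checked against the chromosome lengths of GRCm38, the reference at hand. On chromosome 7, 74 peaks ended beyond its length of 145441459 nt (largest end 149764016), and on chromosome 5 there was 1 such peak. The lists are therefore not on GRCm38. Coordinates were not converted, and gene names, the share of peaks by annotation and the share with a UAG motif were not analysed here.

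Lists were compared by position and strand. A domain was a set of peaks of one strand no more than 10 kb apart, a region was a set of touching or overlapping peaks of all 4 lists, and a shared peak was one overlapped by at least 1 nt on the same strand. Overlap counts matched those of bedtools 2.31.1 in all pairs of lists. The chance level was taken from the opposite strand and from shifts of 1 and 5 kb to either side. States were compared by the exact two-sided permutation test of the difference in means. With 2 libraries against 2 its smallest p is 0.333. Shares carry 95% Wilson intervals, and Spearman's rho carries the interval of 1000 bootstrap resamples of matched peaks. Peaks were matched when each was the other's best overlap. The authors' scores were used only to describe, rank or filter peaks within a list.

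Regions named in the text followed a rule: for each state, the 5 regions with a peak in both replicates and the lowest sum of the best ranks by −log10 p, with ties ordered by log2 fold enrichment, and then the 3 best-ranked regions with no peak in the other state. The rule, the tests and most alternatives were fixed before the data were examined. The 4 peak-rich loci, the results without them and the results with equal list lengths were chosen after seeing the data.

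Alternatives were −log10 p of at least 8 or 5, log2 fold enrichment of at least 3, merged touching peaks, other overlap rules, other linking distances, other ranks and leaving out each replicate. The functions were tested on simulated lists of 153, 157, 387 and 356 peaks made from the real ones. For these lists peaks within 1 kb were first merged and narrow peaks widened, so that each peak had a single possible partner. Then 76, 78, 193 and 178 peaks were moved far away, and 100% of the peaks were classified correctly in each. This checks the code on well separated peaks and not on touching peaks like those of the real lists. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.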

Results

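HNRNPA2B1 is a nuclear protein of the hnRNP family, which coats and processes RNA transcripts. Its binding sites were mapped by enhanced UV crosslinking and immunoprecipitation (eCLIP), in which UV light fixes proteins to the RNA they touch, the protein is pulled down with an antibody, and the RNA fragments that come with it are sequenced. The cells were C2C12, a mouse line that grows as myoblasts and fuses into myotubes when serum is lowered. The series held 6 samples. There were 2 immunoprecipitation (IP) libraries from myoblasts (named C2C12 below, replicates A and B), 2 from differentiated cells (named differentiated C2C12, replicates A and B) and 1 input sample for each state. The peak lists of the 4 IP libraries were analysed; the inputs entered only through the enrichment values the authors computed against size-matched input. The lists give no read counts, so the sequencing depth of each library is unknown.

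The first question was whether the number and extent of HNRNPA2B1 binding sites differ between myoblasts and myotubes. The C2C12 lists held 594 peaks in replicate A and 591 in replicate B, a mean of 592.5 ± 2.12 (SD, n = 2). The differentiated C2C12 lists held 1499 and 1211 peaks, a mean of 1355 ± 204 (SD, n = 2). The ratio of the means was 2.29, and the difference of 762.5 peaks was larger than the SD of either state. The exact two-sided permutation test gave p = 0.333, which is the smallest value that 2 libraries against 2 allow, so no comparison between the states here could pass 0.05. Over the alternatives the ratio ran from 1.83, among peaks with a log2 fold enrichment of at least 3, to 2.83, without the 4 loci richest in peaks that are described below.

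**Figure D1:**
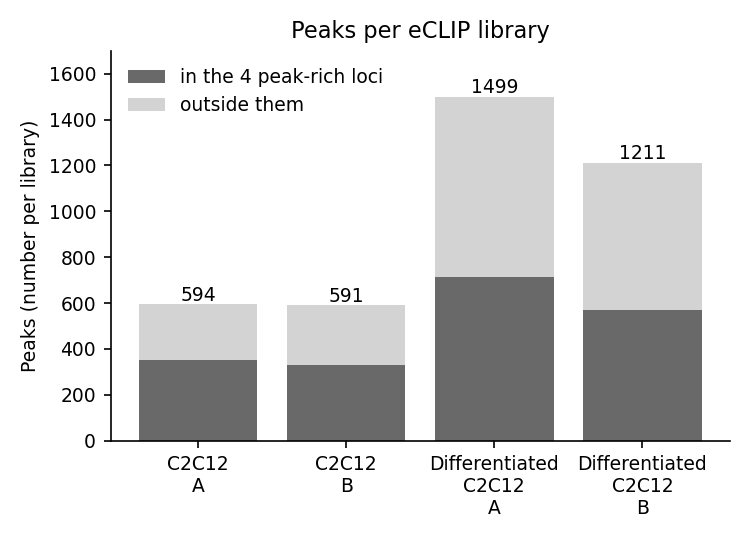
Number of peaks in each of the 4 eCLIP libraries (bars start at 0), divided into peaks inside and outside the 4 loci with the most peaks; the total is printed above each bar. The C2C12 bars reach 594 and 591 peaks and the differentiated C2C12 bars 1499 and 1211.

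Peaks covered 19584 and 20713 nt of strand-specific sequence in the C2C12 lists (mean 20149 ± 798, SD, n = 2). They covered 58070 and 67232 nt in the differentiated C2C12 lists (mean 62651 ± 6479, SD, n = 2). The ratio of the mean covered lengths was 3.11 (exact permutation p = 0.333). The median peak width was 15 and 17 nt in C2C12 and 19 and 30 nt in differentiated C2C12. The difference in mean width, 8.5 nt, was close to the SD of 7.78 nt between the differentiated replicates, and its direction changed to -8.75 nt among peaks with a log2 fold enrichment of at least 3. Many peaks lay end to end. In the C2C12 lists 440 and 432 peaks touched or overlapped another peak of the same list, and in the differentiated C2C12 lists 1058 and 787 did. Joining such peaks left 243 and 251 in C2C12 and 652 and 580 in differentiated C2C12.

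The next comparison asked how far each list rested on a few loci. Peaks on the same strand no more than 10 kb apart were linked into domains, which numbered 133 and 138 in C2C12 and 324 and 290 in differentiated C2C12. Peaks per domain were 4.37 ± 0.130 in C2C12 and 4.40 ± 0.319 in differentiated C2C12 (SD, n = 2 each), a difference smaller than the spread between replicates (exact permutation p = 1). The sign of this difference changed among peaks with −log10 p of at least 8, where it was -1.83, and also when peaks were linked up to 1 kb, or when C2C12 replicate B or differentiated replicate A was left out. The 10 largest domains held 64.1% ± 2.40 of the C2C12 peaks and 55.2% ± 1.40 of the differentiated C2C12 peaks (SD, n = 2 each). This difference of -8.89 percentage points was larger than either SD (exact permutation p = 0.333), and it kept its sign under every alternative tried. However, 10 domains are a smaller part of the differentiated lists, which hold more domains. No alternative evened this out, so list length could account for the sign.

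After the lists were seen, the domains of the 4 lists together that held at least 5% of the peaks of any library were singled out, and 4 loci met this limit. Coordinates are those of the deposited files, counted from 1, in the mm9 build that the study's methods name; the genes at these positions were not analysed here because the annotation at hand is of another build. The locus on the minus strand of chromosome 19 from 5796075 to 5802668 held 269 and 247 C2C12 peaks and 446 and 337 differentiated C2C12 peaks. The share of the list was 45.3% and 41.8% in C2C12 and 29.8% and 27.8% in differentiated C2C12. A neighbouring locus on the same strand, from 5824777 to 5845479, held 40 and 36 C2C12 peaks and 136 and 124 differentiated C2C12 peaks. The plus strand of the mitochondrial chromosome, from 37 to 14389, held 18 and 12 peaks in C2C12 and 120 and 96 in differentiated C2C12. The locus on the minus strand of chromosome X, from 100669325 to 100677746, went the other way, with 26 and 33 peaks in C2C12 and 11 and 13 in differentiated C2C12. Median log2 fold enrichment at the mitochondrial locus was 1.01 and 0.954 in C2C12 and 0.735 and 0.957 in differentiated C2C12. Each was below the median of its list, as other peak-rich loci were in some lists. Of the differentiated peaks there, 60 and 65 had a −log10 p of 400. Weak enrichment can pass the threshold in an abundant RNA, so these peaks alone do not show binding in mitochondria. Together the 4 loci held 59.4% (95% Wilson interval 55.4 to 63.3) and 55.5% (51.5 to 59.5) of the C2C12 peaks. They held 47.6% (45.0 to 50.1) and 47.1% (44.3 to 49.9) of the differentiated C2C12 peaks. Intervals here and below cover counting error only, and treat neighbouring peaks as separate observations.

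**Figure D2:**
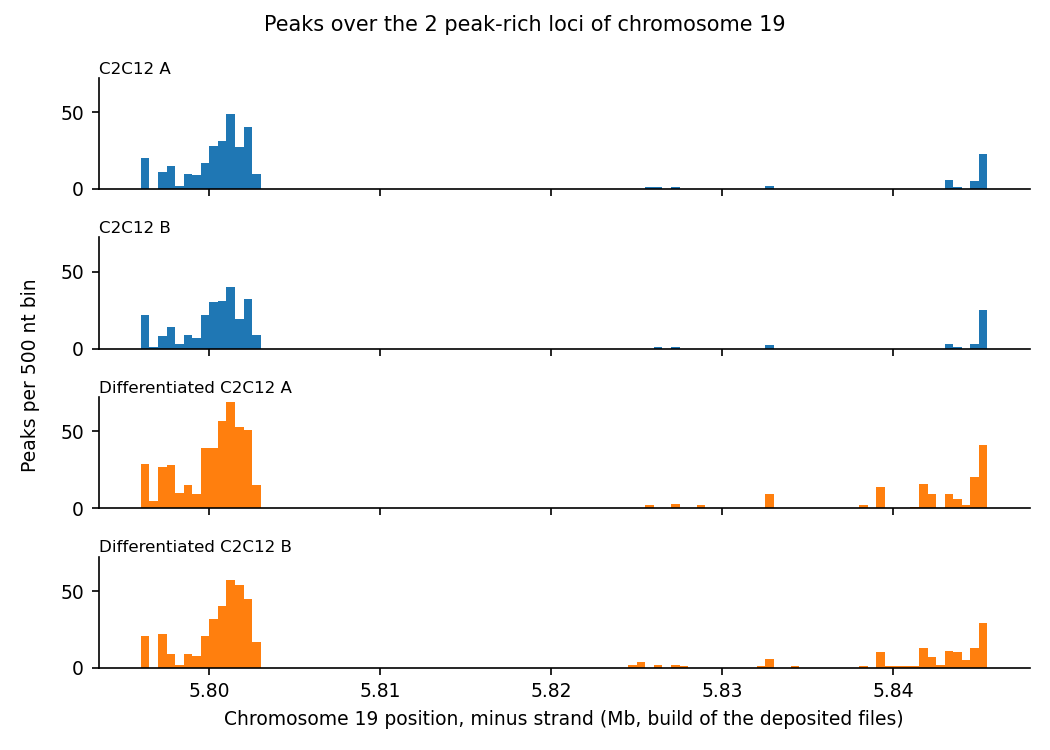
Number of peaks per 500 nt bin (vertical axis) along the minus strand of chromosome 19 (horizontal axis, Mb, build of the deposited files) in each of the 4 libraries, by peak midpoint. The fullest bin held 49 and 40 peaks in C2C12 replicates A and B and 69 and 57 in differentiated C2C12.

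Replicates were then compared by position. A peak was counted as shared when a peak of the other list overlapped it by at least 1 nt on the same strand. In C2C12, 518 of 594 peaks of replicate A (87.2%, 95% Wilson interval 84.3 to 89.7) overlapped a peak of replicate B, and 523 of 591 (88.5%, 85.7 to 90.8) the other way. In differentiated C2C12 the numbers were 1079 of 1499 (72.0%, 69.7 to 74.2) and 811 of 1211 (67.0%, 64.3 to 69.6). On the opposite strand 0 peaks overlapped in any of these comparisons. Shifting the other list by 1 kb gave a mean overlap of 17.9% in C2C12 and 19.6% in differentiated C2C12, and shifting it by 5 kb gave 6.29% and 5.57%. With 1 pair of replicates per state, the difference between the states was not tested. Outside the 4 peak-rich loci the mean share fell to 78.8% in C2C12 and 55.6% in differentiated C2C12. The alternative that moved these shares most was the demand for identical start and end, which left 17.2% in C2C12 and 5.17% in differentiated C2C12. No 2 lists shared a peak with identical values, so each was counted as its own library.

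**Figure D3:**
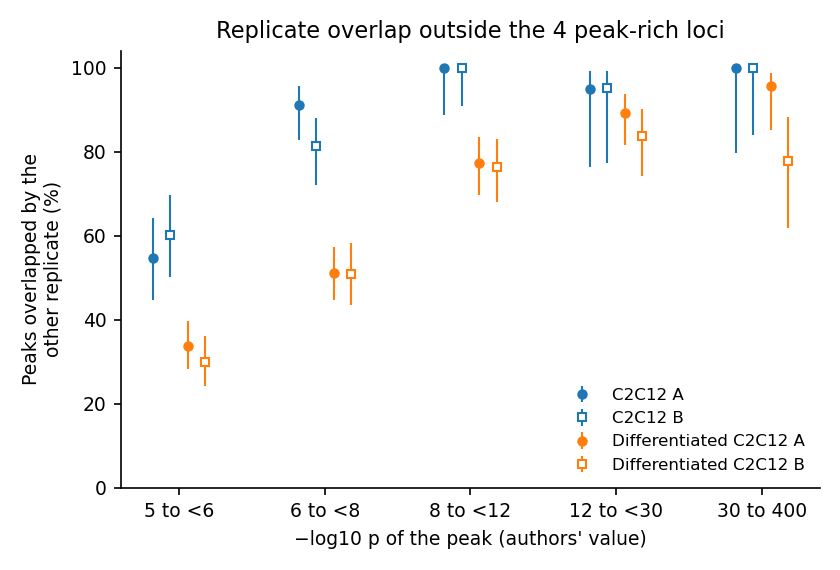
Share of peaks outside the 4 peak-rich loci that overlapped a peak of the other replicate (vertical axis, percent, with 95% Wilson intervals) by the peak's own −log10 p in the authors' lists (horizontal axis, bands). Among peaks from 5 to below 6 the shares were 54.6% and 60.2% in C2C12 and 33.8% and 29.8% in differentiated C2C12, and from 8 to below 12 they were 100% and 100% against 77.4% and 76.2%.

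Across states, 68.5% to 72.2% of the C2C12 peaks overlapped a differentiated C2C12 peak, over 4 pairs of lists. In the other direction 33.8% to 38.5% of the differentiated C2C12 peaks overlapped a C2C12 peak. Outside the 4 peak-rich loci these shares were 41.8% and 15.6% on average. The mean share was 78.7% within states and 53.0% between states, a difference of 25.6 percentage points. Of the 3 ways to divide the 4 libraries into pairs, the pairing by state gave the largest difference, and the others gave -12.5 and -13.1. With 3 divisions the smallest share possible is 1 of 3. Replicates of a state may have been scored against the same input, which could raise the overlap within states with no effect of the protein.

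**Figure D4:**
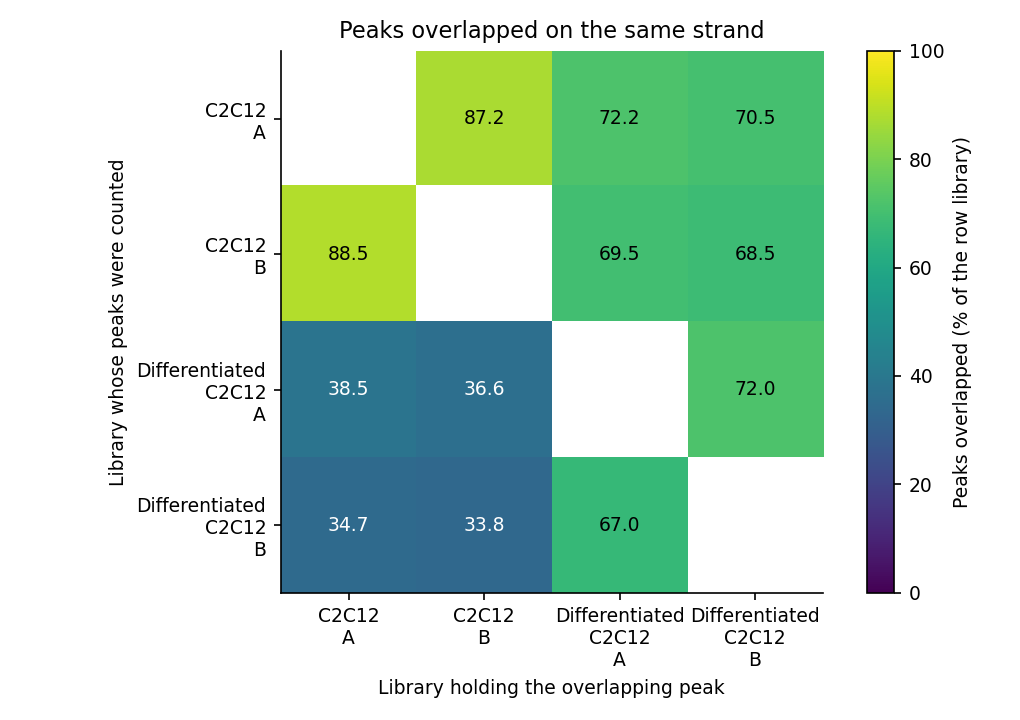
Share of the peaks of each library (rows, percent) that overlapped a peak of each other library (columns) by at least 1 nt on the same strand. Shares between replicates run from 67.0% to 88.5%, C2C12 peaks in differentiated C2C12 from 68.5% to 72.2%, and differentiated C2C12 peaks in C2C12 from 33.8% to 38.5%.

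All 4 lists were merged into 1015 regions to ask which binding was shared and which was seen in one state. A peak in both C2C12 replicates was present in 173 regions and a peak in both differentiated C2C12 replicates in 296. All 4 libraries had a peak in 77 regions, which is 44.5% (95% Wilson interval 37.3 to 52.0) of the C2C12 regions and 26.0% (21.3 to 31.3) of the differentiated C2C12 regions. Both C2C12 replicates and no differentiated C2C12 library had a peak in 70 regions. Both differentiated C2C12 replicates and no C2C12 library had one in 201. The order of these last counts was not the same under all settings. Among peaks with a log2 fold enrichment of at least 3 they were 42 for C2C12 only and 27 for differentiated C2C12 only. A region absent from a list was below the authors' threshold there, which does not show that it was unbound.

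Enrichment over input was described within each list, since the −log10 p and the log2 fold enrichment of a peak are the authors' own values. In C2C12 replicate A the median log2 fold enrichment was 1.77 (quartiles 1.08 and 2.75), and in replicate B it was 2.02 (1.22 and 2.83). In differentiated C2C12 replicate A it was 1.87 (1.36 and 2.47), and in replicate B it was 2.16 (1.48 and 2.85). The median −log10 p was 15.6 (quartiles 6.86 and 46.5) and 13.4 (6.67 and 53.4) in the C2C12 lists. It was 14.9 (quartiles 6.57 and 400) and 14.6 (6.53 and 400) in the differentiated C2C12 lists. A value of exactly 400 was listed for 75 and 78 C2C12 peaks and for 554 and 444 differentiated C2C12 peaks, so these peaks are tied in rank. Whether 400 was measured or stands in for values that could not be computed is not known. The upper quartiles of 400 are therefore not taken as measured values.

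Whether the strongest peaks of one replicate were also the strongest of the other was asked through ranks within each list. Over 455 matched peaks in C2C12, Spearman's rho of the ranks by −log10 p was 0.952 (95% bootstrap interval 0.937 to 0.963). Over 735 matched peaks in differentiated C2C12 it was 0.917 (0.898 to 0.930). Peaks tied at 400 enter both values, so part of rho can come from tied peaks against the rest. These correlations are across peaks, which are not independent replicates, and no p is given. Replicates of a state may have been scored against the same input, which would raise the correlation with no effect of the protein, and without read counts this level was not simulated. Outside the 4 peak-rich loci rho was 0.697 (0.587 to 0.778) in C2C12 and 0.562 (0.470 to 0.639) in differentiated C2C12. Among the 100 top-ranked peaks of each list, 91.0% (95% Wilson interval 86.2 to 94.2) in C2C12 and 35.0% (28.7 to 41.8) in differentiated C2C12 overlapped a top-ranked peak of the other replicate. Tied values of 400 took 75 and 78 of these 100 places in the C2C12 lists and all of them in the differentiated C2C12 lists, and ties were ordered by log2 fold enrichment.

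The regions with the lowest rank sums were chosen by a rule set before the data were examined. Ranks and log2 fold enrichments are those of each replicate's own top peak in a region. The values of a pair can therefore belong to different peaks, some only a few nt wide. In C2C12 the first was on the minus strand of chromosome 19 from 5799884 to 5800050, with ranks 1 and 2 in replicates A and B and log2 fold enrichments of 4.05 and 4.08 at the top peak. The second was a 46 nt region on the plus strand of chromosome 7 from 137977951 to 137977996, with ranks 5 and 1 and log2 fold enrichments of 3.44 and 6.23. Its top peak ran from 137977963 to 137977995 in replicate A and only from 137977992 to 137977995 in replicate B. The other 3 were on the minus strand of chromosome 19, at 5800784 to 5800932, 5797786 to 5797822 and 5798753 to 5798809. In differentiated C2C12 the chromosome 7 region came first, with ranks 1 and 5 and log2 fold enrichments of 7.12 and 6.76. The next were on the minus strand of chromosome 19, at 5802051 to 5802124 (ranks 9 and 1) and 5845292 to 5845335 (ranks 3 and 13). In the region from 5802051 the top peaks lay apart, at 5802085 to 5802086 in replicate A and 5802058 to 5802063 in replicate B. The region that led in C2C12 came next in differentiated C2C12, with ranks 4 and 20, followed by the region from 5796075 to 5796244, with ranks 16 and 10. In both of these the top peaks of the differentiated replicates did not overlap.

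Among regions seen in both C2C12 replicates and in no differentiated C2C12 list, the best-ranked was that from 5797786 to 5797822 on the minus strand of chromosome 19, with log2 fold enrichments of 3.13 and 3.13. It was followed by a single nucleotide at 5800078 on that strand (1.87 and 1.87) and by the plus strand of chromosome 5 from 104869749 to 104869852 (1.83 and 2.00). Among regions seen in both differentiated C2C12 replicates only, the best-ranked was the minus strand of chromosome 19 from 5801877 to 5801954. Its top peaks were different peaks that did not overlap. In replicate A the top peak was at 5801908 to 5801914, with a log2 fold enrichment of 1.53 and rank 400. In replicate B it was at 5801877 to 5801879, with 7.23 and rank 4. The others were on the mitochondrial chromosome, at 15357 to 15389 on the minus strand (2.42 and 2.03) and at 2703 to 2752 on the plus strand (2.23 and 1.03). In the plus-strand region the top peaks of the replicates did not overlap. As above, peaks alone do not show binding in mitochondria. Of these 6 regions seen in one state, 3 lay inside the chromosome 19 locus that held the most peaks in both states, so they mark a difference in where peaks were placed within that locus.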

Values the study reported

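For myoblasts the study reported 808 binding sites, which lay in 247 genes. For myotubes it reported 1030 sites in 137 genes. Both counts are of sites significantly enriched over size-matched input. No deposited list holds either number of sites, with all peaks or at the stricter threshold. From myoblasts to myotubes the study's sites rose by less than the peak numbers above, and its genes fell in number. How the replicates were combined for these counts is not clear from the study's text.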

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

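The results without the peak-rich loci and with equal list lengths were chosen after seeing the data. The ratio of peak numbers stayed above 1 under every alternative tried, from 1.83 to 2.83, and the ratio of covered nucleotides from 1.89 to 3.56. Both are descriptions, since no p below 0.333 was possible. The study's own site counts, given above, differ by a smaller factor than any of these ratios of peak numbers. Requiring −log10 p of at least 5 removed no peak and so tested nothing. No paired analysis was possible because the labels do not say that replicates with the same letter share a batch and the results come from no fitted model. The shares by annotation and with a UAG motif were not run.

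Stricter lists were shorter by construction. With −log10 p of at least 8 the mean number of peaks was 390 in C2C12 and 870.5 in differentiated C2C12. With a log2 fold enrichment of at least 3 it was 116 and 212, after merging touching peaks 247 and 616, and without the peak-rich loci 252 and 713.5. The difference in median width reversed to -8.75 nt at a log2 fold enrichment of at least 3. It was 1 nt at −log10 p of at least 8 and 15 nt after merging touching peaks. With one replicate left out it ran from 3 nt (without differentiated replicate B) to 14 nt (without differentiated replicate A). The difference in peaks per domain reversed to -1.83 at −log10 p of at least 8 and to -0.186 with linking up to 1 kb. It ran from -0.199 to 0.252 over the 4 comparisons that each left out one replicate, and the negative values came without C2C12 replicate B (-0.0650) and without differentiated replicate A. The cause was not tested.

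Replicate overlap, pooled over both directions and given for C2C12 and then differentiated C2C12, was 91.5% and 78.7% at −log10 p of at least 8, and 74.6% and 29.7% at a log2 fold enrichment of at least 3. It was 73.2% and 46.0% with reciprocal overlap of 50%, 17.2% and 5.17% with identical ends, and 91.1% and 78.6% within 100 nt. Without the peak-rich loci it was 78.8% and 55.8%. With equal list lengths it was 87.7% and 79.4%. A different measure was the Jaccard index, the nucleotides covered in both replicates as a share of those covered in either. Its values were 54.6% and 28.0%. Replicate overlap was higher in C2C12 under each of these settings and by this index. The excess of overlap within states over that between states stayed positive throughout, from 4.65 to 38.5 percentage points, and from 15.5 to 36.0 when one replicate was left out. An input shared by the replicates of a state could raise this excess under any setting.

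Region counts changed under most settings. Given as C2C12 only, differentiated C2C12 only and both states, they were 16, 94 and 41 at −log10 p of at least 8, 42, 27 and 10 at a log2 fold enrichment of at least 3, and 122, 13 and 33 with equal list lengths. A peak in at least 1 replicate sufficed for 135, 740 and 140 regions. Merging up to 1 kb gave 125 regions for differentiated C2C12 only, and dropping the peak-rich loci gave 40 for both states. Among these, the log2 fold enrichment minimum and equal list lengths put more regions in C2C12 only than in differentiated C2C12 only. Tied values of 400 take 554 and 444 of the 591 places in the differentiated C2C12 lists of equal length, and 446 and 337 of these lie in one chromosome 19 locus. How far this limits the regions of differentiated C2C12 only was not measured, so the region counts with equal list lengths cannot order the states. The replicate overlap with equal list lengths rests on the same tied peaks and is a description only.

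For ranks, rho in differentiated C2C12 was 0.931 at −log10 p of at least 8, and rho in C2C12 was 0.874 at a log2 fold enrichment of at least 3. Ranking by log2 fold enrichment gave 0.980 in C2C12 and 0.844 in differentiated C2C12. Without the peak-rich loci it was 0.697 and 0.562. The overlap of top-ranked peaks was 75.5% and 17.5% at a log2 fold enrichment of at least 3, 72.0% in C2C12 when ranked by log2 fold enrichment, and 81.0% and 62.5% without the peak-rich loci. The cause was not tested. Unknown depth limits every comparison of peak numbers between the states.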

Other observations

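The peak numbers after merging and at −log10 p of at least 8 were planned before the data were examined, and their use as tests of an explanation, like the other tests in this part, was chosen after the results had been seen.

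The differentiated C2C12 lists held more peaks than the C2C12 lists. The 4 peak-rich loci did not account for this, since the ratio of mean peak numbers outside them was 2.83. Division of one site into adjacent peaks did not either, with a ratio of 2.49 after merging, nor did peaks near the threshold, with a ratio of 2.23 at −log10 p of at least 8. In each case both differentiated C2C12 lists still exceeded both C2C12 lists. Deeper sequencing of the differentiated libraries and a change in the cells cannot be told apart, because no read totals were used. Of the 125 regions outside these loci with a peak in both C2C12 replicates, 67 had no differentiated C2C12 peak (53.6%, 95% Wilson interval 44.9 to 62.1). More IP reads alone would not remove such regions, but a change in RNA level could, and this leaves depth open as a cause of the added peaks.

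Replicates overlapped more inside the peak-rich loci than outside, by 22.6 percentage points on average over the 4 lists. Whether chance overlap in crowded loci was a cause depended on how the level after a 1 kb shift was taken off. Subtracting it gave a difference of -7.42 percentage points (-12.1 to -1.80 over the lists). Dividing the remainder by the room left up to full overlap as well gave 18.2 on the percent scale (12.5 to 25.6), so crowding stays open. Among peaks with −log10 p of at least 8 the difference in plain shares was 1.23 percentage points, with -2.20 in C2C12 and 4.65 in differentiated C2C12. Another candidate explanation is that peaks outside the loci lie nearer to the threshold, where a site can pass in one replicate and miss in the other. Outside the loci 65 of 241 and 79 of 263 C2C12 peaks reached a −log10 p of 8, and 283 of 786 and 238 of 641 differentiated C2C12 peaks. In the whole lists 398 of 594, 382 of 591, 960 of 1499 and 781 of 1211 did. The smaller difference among the stronger peaks goes with this explanation but does not exclude others. No biological explanation was tested.

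In the chromosome 19 locus from 5824777 to 5845479, the longest stretch with no C2C12 peak midpoint ran from 5832721 to 5843321. It held 47 peaks in each differentiated C2C12 replicate. The stretch was chosen after the peaks were seen and for being empty in C2C12, so the absence of C2C12 peaks there is by construction. No explanation was tested for it, and depth and RNA level both stay open.

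The −log10 p values had a gap. A value of 400 was listed for 1151 of 3895 peaks in the 4 lists, 1 other peak had a value above 100 (146), and the next was 95.1. The shared value and the gap argue against 400 as a measured value, but what it stands in for is not known. In the first chromosome 19 locus all 446 and 337 differentiated C2C12 peaks were at 400, against 60 of 269 and 59 of 247 in C2C12.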
